A study of Mus musculus with 23 samples.

How the data were processed

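Polyadenylated RNA of mouse hippocampal cells was sequenced in 23 libraries, per the labels. The deposited table holds whole-number read counts per Ensembl gene, with 1 column per sample. It was made by the authors with the read counting of STAR, per the file headers, whose 4 summary rows have STAR's form. The aligner version, genome build, annotation release, strand setting and filters were not given in the sources used here. Neither were the method of isolating the cells or the exons deleted in the cKO. The table has 45706 gene IDs, of which 45143 matched a symbol and a position in GENCODE M21 (GRCm38), so positions are from that annotation and the build used for counting remains unstated. Because the strand setting is not given, genes that overlap others, or that have near-identical copies, are uncertain.

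Reads assigned to the 4 summary categories that name no gene were left out of library sizes and tests. They made up 12.4 to 18.4% of all reads in the table, of which unmapped reads were 4.40 to 7.41%, reads mapped to several places 2.57 to 3.26%, reads outside genes 3.99 to 7.07% and ambiguous reads 0.961 to 1.11%. Gene totals were 87612006 to 112993538 reads, so for genes with many reads counting error is small beside the spread between animals. The common biological coefficient of variation was 16.3%. The 10 most abundant genes took 4.13 to 8.04% of the gene counts. Samples were grouped by population and genotype from their titles, and columns were matched to samples by name. A few Grik and SST column names spelled out the driver or genotype and were matched to the only title with that population, genotype and number.

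Tests used edgeR 4.0.16 in R 4.3.3, with limma 3.58.1 and DESeq2 1.42.0 for alternatives. Genes were kept by filterByExpr over the 6 groups, which left 18823. Libraries were scaled by TMM factors, and all 23 libraries were fitted together, with 17 residual degrees of freedom, by glmQLFit with robust estimation and glmQLFTest. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM values are counts per 1000000 reads, computed here with TMM scaling. Comparisons were cKO against WT in each population, the differences of these effects between populations, and WT against WT between populations. Overlaps of calls were tested with Fisher's exact test, one-sided. Gene lists fixed in advance were tested with fry.

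The comparisons, tests, lists, alternatives and the rule for named genes were chosen before the data were examined. Under that rule the text names Khdrbs3, Khdrbs1, Khdrbs2 and Qk; Nrxn2, Nrxn3 and Stxbp5l; and, per population, up to 3 higher and 3 lower called genes by absolute log2 fold change, with a mean CPM of at least 1, a symbol and no overlap between groups. It also names up to 3 genes per difference test by adjusted p, genes called alike in all 3 populations, members of the fixed lists used as markers, and synaptic or activity-regulated list members that passed the threshold. One further gene chosen under the rule is not reported here, and was left out of the alternatives and of the comparison of single libraries after these had been run.

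Alternatives were relative log expression scaling, no filter on low counts, a CPM of at least 1 in at least 3 libraries, DESeq2, limma-voom with sample weights, camera with estimated correlation for lists, a fit of the compared populations alone, thinning of all libraries to the smallest total, the replicate number as a block, a non-neuronal score as a covariate, a sex-gene score as a covariate, and leaving out each replicate in turn. The non-neuronal covariate was not applied to the test of the non-neuronal list itself. Only 2 replicate numbers per population occurred in both genotypes. With the replicate block, each cKO effect therefore rested on 2 cKO and 2 WT libraries.

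The edgeR function was tested on simulated counts drawn from the means, library sizes and dispersions of these libraries, with 200 genes changed in each population's comparison. In 5 simulated draws for each comparison, over 18550 to 18571 genes in CamK, 18535 to 18560 in Grik and 18528 to 18562 in SST, changed genes with a simulated mean of at least 1 CPM were recovered as follows. For 2-fold changes the draws gave 87.5 to 94.4% in CamK, 84.0 to 92.8% in Grik and 80.6 to 92.1% in SST. For 1.5-fold changes they gave 50.0 to 72.6%, 61.9 to 72.7% and 65.7 to 77.8%. Over all changed genes, those below 1 CPM included, recovery was lower: 64.0 to 70.4, 54.5 to 66.0 and 55.0 to 74.5% for 2-fold changes and 34.7 to 46.5, 39.4 to 49.5 and 45.9 to 56.6% for 1.5-fold changes in CamK, Grik and SST. False calls made up 1.01 to 5.22, 1.82 to 5.61 and 2.63 to 7.03% of all calls in CamK, Grik and SST. The simulation gave each gene 1 dispersion for all libraries. Chi-square per degree of freedom between real replicates was 81.3 to 215 in SST, against 8.79 to 88.4 in CamK and Grik. The draws did not hold this larger spread of SST, so the simulated SST rates may be too favourable for the real SST comparison. Alternative splicing, protein levels and other data types were not analysed here.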

Results

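Polyadenylated RNA from the mouse hippocampus was measured by RNA sequencing in 3 neuronal populations, named CamK, Grik and SST in the sample names. CamK and Grik samples were described as excitatory pyramidal cells, and SST samples as somatostatin-positive interneurons. Each population came from wild-type (WT) mice and from mice with a conditional knockout (cKO) of Slm2, the RNA-binding splicing regulator whose gene symbol is Khdrbs3. The study asked how gene expression and alternative splicing differ between the genotypes in each population. The values analysed here are read counts per gene, so alternative splicing was not analysed here. The 23 libraries formed 6 groups: 3 CamK cKO, 4 CamK WT, 4 Grik cKO, 4 Grik WT, 4 SST cKO and 4 SST WT. Between 87612006 and 112993538 reads were counted in genes per library, with a median of 91378465. Between 20816 and 22713 genes had at least 1 read in a library. All pairs of replicates differed by more than sampling noise, with chi-square per degree of freedom from 8.79 to 215. The first principal component held 54.4% of the variance of log2 counts per 1000000 reads (CPM) and the second 20.4%, and together they separated the 3 populations.

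**Figure D1:**
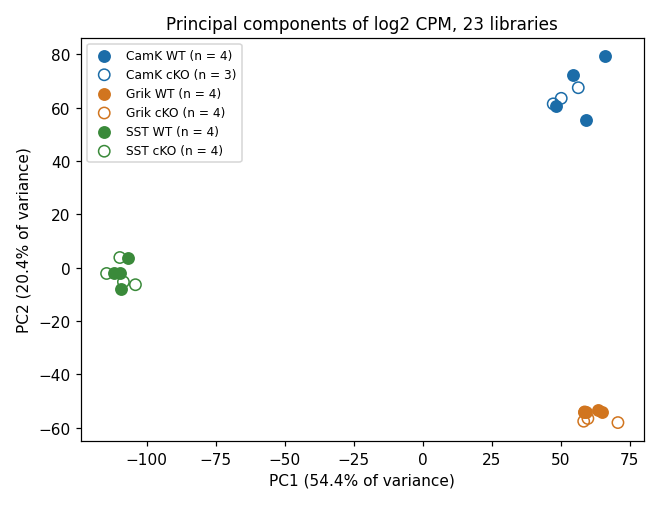
Principal components of log2 CPM for the 23 libraries, PC1 on the horizontal axis and PC2 on the vertical axis, in arbitrary units. Each point is a library, filled for WT and open for cKO, and coloured by population. PC1 holds 54.4% and PC2 20.4% of the variance, and the libraries group by population.

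The targeted gene was examined first. Khdrbs3 (ENSMUSG00000022332) lies on chromosome 15 from 68928420 to 69101211 on the plus strand in the GENCODE M21 annotation of GRCm38, where the predicted gene Gm49422 overlaps it. In CamK its level was 278 ± 25.1 CPM (SD, n = 3) in the libraries labelled cKO and 373 ± 27.0 CPM (SD, n = 4) in WT. This was a log2 fold change of -0.42 (SE 0.08), with all 3 cKO libraries below all WT libraries. The edgeR p was 2.43e-05 unadjusted and 0.114 adjusted over all genes tested. In SST it was 93.8 ± 10.5 CPM (SD, n = 4) in the libraries labelled cKO and 130 ± 8.31 CPM (SD, n = 4) in WT. The SST log2 fold change was -0.47 (SE 0.08, edgeR unadjusted p 1.64e-06, adjusted p 0.0309), and all 4 cKO libraries were below all WT libraries. In Grik the direction was the opposite, 414 ± 18.0 CPM (SD, n = 4) in the libraries labelled cKO and 336 ± 8.61 CPM (SD, n = 4) in WT. The Grik log2 fold change was 0.30 (SE 0.07, edgeR unadjusted p 0.000449, adjusted p 0.499), with all 4 cKO libraries above all WT libraries. Khdrbs3 was named in advance, so its unadjusted p-values apply to it as a single gene. They were not adjusted over the populations. The total count of this gene therefore went against the cKO label in Grik. For this reason "cKO" and "libraries labelled cKO" refer to the label alone in every population. Counts over the whole gene include reads from exons outside any deleted part, and the deleted exons were not given in the sources used here, so these totals do not measure the loss of the deleted sequence. The alternative that moved the SST value most in adjusted p was a fit of the SST libraries alone, with a log2 fold change of -0.49 and an adjusted p of 0.954. DESeq2 and limma-voom placed the CamK difference past the threshold (adjusted p 0.00293 and 0.0252), and limma-voom did so for Grik (adjusted p 0.0202). The SST call was lost without cKO replicate 3, 4 or 5 (adjusted p 0.155, 0.118 and 0.0722) and without WT replicate 1 or 5 (adjusted p 0.127 and 0.0875). It was also lost with limma-voom (adjusted p 0.0761), with the replicate number as a block (adjusted p 0.225) and with the sex-gene score as a covariate (adjusted p 0.0568).

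**Figure D2:**
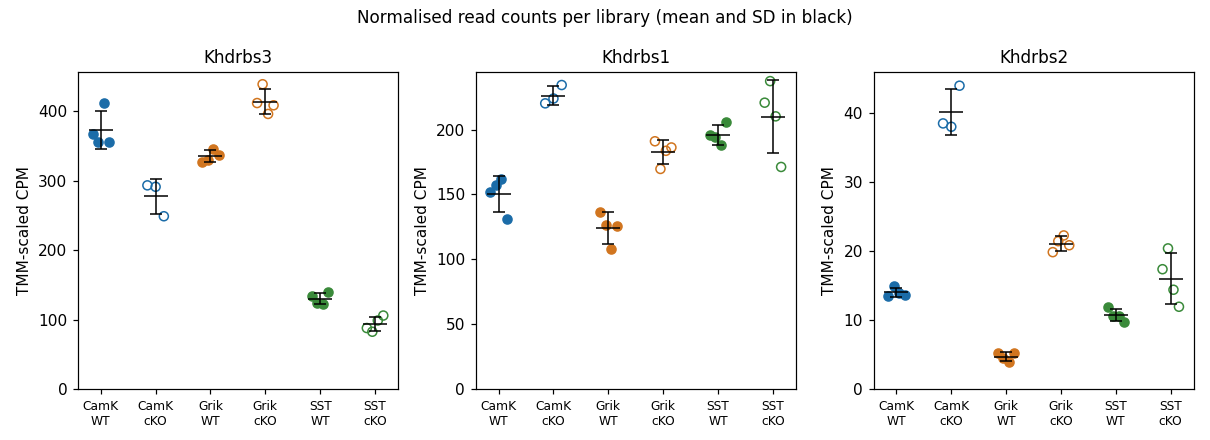
Normalised read counts of Khdrbs3, Khdrbs1 and Khdrbs2 in TMM-scaled CPM (vertical axes, starting at 0) for the 6 groups (horizontal axes). Points are libraries, filled for WT and open for cKO, and black bars give the mean and SD. Khdrbs2 averaged 40.2 CPM in the CamK libraries labelled cKO against 14.0 in WT, and 21.1 against 4.69 in Grik.

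Genes were then compared between the libraries labelled cKO and WT within each population, over 18823 genes. In CamK, 2 genes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, both higher in the libraries labelled cKO. DESeq2, the alternative that moved this count most, gave 16, of which 13 were higher and 3 lower. Both genes were members of the family of the targeted gene. Khdrbs2 (ENSMUSG00000026058) lies on chromosome 1 from 32172714 to 32658568 on the plus strand, where 8 small predicted genes overlap it. It stood at 40.2 ± 3.30 CPM (SD, n = 3) in the libraries labelled cKO and 14.0 ± 0.698 CPM (SD, n = 4) in WT, a log2 fold change of 1.52 (SE 0.13, adjusted p 3.02e-07 in edgeR). Khdrbs1 (ENSMUSG00000028790) lies on chromosome 4 from 129703164 to 129742303 on the minus strand. It stood at 226 ± 7.32 CPM (SD, n = 3) against 150 ± 13.7 CPM (SD, n = 4), a log2 fold change of 0.59 (SE 0.09, edgeR adjusted p 0.0111). All 3 cKO libraries were above all 4 WT libraries for both genes. At an unadjusted p under 0.05 there were 1327 genes in CamK, where evenly spread p-values would give 941. The Khdrbs1 call was lost without cKO replicate 4 or 6 (adjusted p 0.0597 and 0.109) and without WT replicate 5 (adjusted p 0.0569). It was also lost when CamK was fitted alone (adjusted p 0.102), with the replicate number as a block (adjusted p 0.0963) and with the sex-gene score as a covariate (adjusted p 0.0588).

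In Grik the same 2 genes passed the threshold, and both were again higher in the libraries labelled cKO. Khdrbs2 stood at 21.1 ± 1.02 CPM (SD, n = 4) against 4.69 ± 0.654 CPM in WT (SD, n = 4), a log2 fold change of 2.17 (SE 0.13, adjusted p 1.11e-10 in edgeR). Khdrbs1 stood at 183 ± 9.17 CPM (SD, n = 4) against 124 ± 12.1 CPM (SD, n = 4), a log2 fold change of 0.56 (SE 0.09, edgeR adjusted p 0.00914). All 4 cKO libraries were above all 4 WT libraries for both genes. At an unadjusted p under 0.05 there were 919 genes, where evenly spread p-values would give 941. Other splits of the Grik libraries gave 268 to 1861 such genes, so 941 is not a measure of chance here. The number of called genes rose to 39 with limma-voom, 21 higher and 18 lower. DESeq2 called 9 higher and 5 lower genes in Grik. The Khdrbs1 call in Grik was lost without cKO replicate 1, 3 or 4 (adjusted p 0.121, 0.0942 and 0.0762) and without WT replicate 4 or 5 (adjusted p 0.0711 and 0.195). It was also lost with the replicate number as a block (adjusted p 0.338). Without WT replicate 6, 9 genes were called in Grik.

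In SST, 2 genes were lower in the libraries labelled cKO and none was higher in edgeR's test, while 1102 genes had an unadjusted p under 0.05. DESeq2 called 9 higher genes in SST and limma-voom called none. The called genes were Khdrbs3, given above, and Rpl3-ps1 (ENSMUSG00000084349). The second fell outside the rule for named genes and was chosen after its values were seen, since the values of the groups overlapped. Rpl3-ps1 is a processed pseudogene of the ribosomal protein gene Rpl3 on chromosome X from 13202571 to 13203780, and its count is uncertain where reads match both. It stood at 3.03 ± 0.294 CPM (SD, n = 4) in the libraries labelled cKO and 10.1 ± 6.11 CPM (SD, n = 4) in WT, a log2 fold change of -1.74 (SE 0.29, edgeR adjusted p 0.0369). WT replicates 1, 2 and 3 of SST had 2056, 746 and 1158 reads, whereas WT replicate 5 had 316, within the 257 to 336 of the libraries labelled cKO. The call was lost without cKO replicate 3, 4, 5 or 7 (adjusted p 0.155, 0.153, 0.151 and 0.21) and without WT replicate 1 or 3 (adjusted p 0.127 and 0.184). The Rpl3-ps1 call was also lost in 6 of 10 alternatives: no filter on low counts (adjusted p 0.130), limma-voom (0.296), SST fitted alone (0.954), the replicate number as a block (0.525, at a log2 fold change of -0.93), the non-neuronal score as a covariate (0.128) and the sex-gene score as a covariate (0.0734). Khdrbs2, also named in advance, was higher in SST by 0.58 (log2, SE 0.12). Its edgeR p was 6.62e-05 unadjusted and 0.300 adjusted over all genes tested. Khdrbs2 stood at 16.02 ± 3.66 CPM (SD, n = 4) against 10.7 ± 0.921 CPM (SD, n = 4). It passed the threshold without cKO replicate 7 (adjusted p 0.0141) and with DESeq2 (adjusted p 0.0185). Khdrbs1 differed by 0.10 in SST (log2, SE 0.09), within the spread between replicates. The fourth family member named in advance, Qk, differed by 0.06 in CamK, 0.06 in Grik and -0.09 in SST (log2), and no difference passed the threshold.

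**Figure D3:**
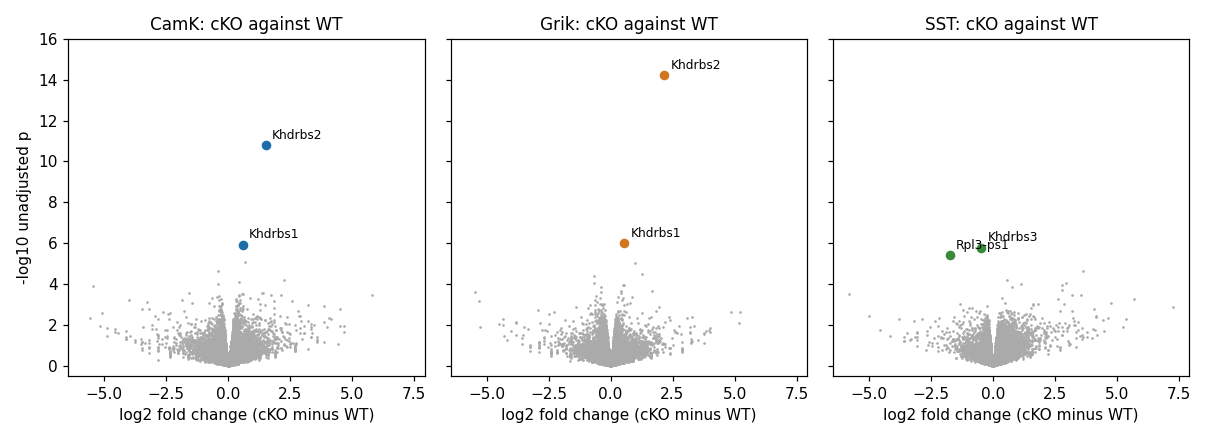
Log2 fold change of the libraries labelled cKO minus WT (horizontal axis) against -log10 of the unadjusted edgeR p (vertical axis) for 18823 genes in each population. Grey points are genes that did not pass an adjusted p of 0.05, and coloured, named points are the 2 genes per population that did.

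Whether the genotype effect differed between populations was tested as a difference of log2 fold changes. Between CamK and Grik 1 gene passed the threshold, Khdrbs3, with a difference of -0.73 (SE 0.11, edgeR adjusted p 0.0154). Between Grik and SST 2 genes passed, Khdrbs2 with a difference of 1.59 (SE 0.17, adjusted p 4.39e-05) and Khdrbs3 with 0.78 (SE 0.11, adjusted p 0.00135), both by edgeR. Between CamK and SST no gene passed in edgeR. There, 1477 genes had an unadjusted p under 0.05, DESeq2 called 14 genes and limma-voom called 1. The directions for Khdrbs3 rest on libraries whose targeted gene went against the label in Grik. The CamK and Grik difference in Khdrbs3 was lost without CamK cKO replicate 6 (adjusted p 0.114) or Grik cKO replicate 2 (adjusted p 0.0652), with the replicate number as a block (adjusted p 0.190) and with the sex-gene score as a covariate (adjusted p 0.102). The Grik and SST difference in Khdrbs3 was lost with the replicate number as a block (adjusted p 0.130). The genes called in CamK and in Grik were the same 2, where 0.000213 shared genes were expected by chance (Fisher's exact test, one-sided, p 5.65e-09). CamK and SST shared 0 called genes, as did Grik and SST, where DESeq2 gave 2 and 1. The count of genes called in the same direction in all 3 populations was 0.

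Of the study's splicing targets named in advance, Nrxn2, Nrxn3 and Stxbp5l were compared as total counts per gene, which do not show exon choice. None of them passed the threshold in any population in edgeR, DESeq2 or limma-voom, and none had an unadjusted p under 0.05 in edgeR. Nrxn2 in CamK had the lowest unadjusted p among them, at 219 ± 8.23 CPM (SD, n = 3) in the libraries labelled cKO and 189 ± 15.7 CPM (SD, n = 4) in WT. This was a log2 fold change of 0.21 (SE 0.10, edgeR adjusted p 0.715). Nrxn3 differed by 0.18 in CamK, -0.03 in Grik and 0.0043 in SST, and Stxbp5l by 0.18, -0.11 and -0.26 in the same order (log2).

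Lists of 30 synaptic adhesion and receptor genes, 18 activity-regulated genes and 20 non-neuronal genes were tested with fry, with adjustment over the 9 tests. No list passed the threshold. The lowest p was for the synaptic list in CamK, with a median log2 fold change of 0.12, 23 of 30 genes higher and a fry p of 0.0512 (adjusted p 0.461). The non-neuronal list had median log2 fold changes of 0.58 in CamK, 0.22 in Grik and 0.39 in SST, with 17, 18 and 17 of 20 genes higher and adjusted p of 0.508, 0.824 and 0.770. The activity-regulated list had medians of 0.02, 0.02 and -0.16 in CamK, Grik and SST, with adjusted p of 0.924, 0.924 and 0.770. The synaptic list had medians of 0.01 in Grik and 0.04 in SST (adjusted p 0.924 and 0.770). The median and mean of the activity-regulated list in CamK were above 0 whereas fry gave a lower direction. The synaptic list in Grik had a median above 0 but a mean of -0.01, and fry gave a lower direction. Adjusted over all genes tested, no member of the 3 lists passed in any population with edgeR. At an unadjusted p under 0.05 there were 7, 0 and 1 genes of the synaptic list, 1, 3 and 3 of the activity-regulated list and 2, 0 and 1 of the non-neuronal list in CamK, Grik and SST. Adjusted over the list alone, Nr4a2 passed in Grik, and Flt1 and Aldh1l1 passed in CamK. Of these 3 genes, adjusted over all genes tested, Aldh1l1 in CamK passed with DESeq2 (adjusted p 0.0435), Nr4a2 in Grik with limma-voom (adjusted p 0.0488) and Flt1 in CamK with the replicate number as a block (adjusted p 0.0204). Camera with an estimated correlation also called no list.

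The WT libraries of the populations were compared to see how far the populations differed before any genotype effect. Between CamK and Grik 7912 genes passed the threshold in edgeR, 3938 higher in CamK and 3974 higher in Grik. Between CamK and SST 11305 genes passed and between Grik and SST 10794. The non-neuronal score as a covariate moved the first of these counts most, to 4636. Slc17a7, the vesicular glutamate transporter 1 gene, averaged 955 CPM in CamK WT, 1565 in Grik WT and 83.3 in SST WT. Gad1, a gene for the enzyme that makes the transmitter GABA, averaged 63.6, 52.4 and 2764 CPM in the same order. Sst averaged 5.59, 8.13 and 998 CPM. Wfs1 averaged 356 CPM in CamK WT and 24.7 in Grik WT, a log2 fold change of 3.85 (SE 0.33, edgeR adjusted p 2.60e-08). Grik4 averaged 30.3 CPM in CamK WT and 132 in Grik WT, a log2 fold change of -2.12 (SE 0.10, edgeR adjusted p 3.69e-14). Khdrbs3 was higher in both excitatory populations than in SST, by 1.52 in CamK and 1.37 in Grik (log2, SE 0.08 for each, edgeR adjusted p 1.28e-14 and 6.90e-14). Khdrbs3 differed by 0.15 between CamK and Grik (log2, adjusted p 0.105 in edgeR).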

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

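The tests of exchanged labels, of scaling for Khdrbs3, of RNA from excitatory cells and of markers in single libraries were chosen only after the results were seen. The counts of other groupings of the libraries and the prediction about counting over the whole gene were set before their results were seen.

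The effect of the cKO label on Khdrbs3 differed between populations by a test of the difference. It was -0.73 (log2) between CamK and Grik and 0.78 between Grik and SST, because the Grik libraries labelled cKO had more Khdrbs3 reads than WT and the CamK and SST libraries labelled cKO had fewer. When genotype labels were regrouped within populations, 9 of 100 groupings gave as many called genes for CamK against Grik, so chance was not excluded for that count, and 4 of 100 did for Grik against SST. The groupings were drawn at random. Among the 99 drawn, the 95% binomial interval of the share was 3.55 to 15.3% for CamK against Grik. It was 0.629 to 8.60% for Grik against SST, where chance is excluded only narrowly by the count and not by the interval. An earlier set of draws gave a larger count for CamK against Grik and a smaller one for Grik against SST, with the same verdicts. Exchanged labels in Grik are argued against by Khdrbs2, which as labelled was higher by 2.17 (log2) in Grik, the direction it had in CamK. Scaling is argued against by a smallest Grik value of 0.30 (log2) over TMM, relative log expression and unscaled CPM, against a standard error of 0.07. What stays open is that the counts cover the whole gene. In SST the libraries labelled cKO kept 72.0% of the WT Khdrbs3 level, and without counts per exon a loss confined to deleted exons cannot be told apart from a change along the whole gene. A difference between the cell populations in how the rest of the transcript is made or kept also stays open and was not tested.

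RNA from excitatory cells is a candidate source of the Khdrbs3 reads left in the SST libraries labelled cKO. To give all of them it would need 26.5% of the level in the WT excitatory libraries. Slc17a7, Camk2a and Neurod6 stood at 9.35, 16.7 and 4.12% of that level, all below what was needed. By these markers, RNA from excitatory cells may account for part of the reads but not for all. The markers differ and do not set the share, which cannot be told apart from reads of the SST cells themselves.

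The cKO effect on Khdrbs2 differed between Grik and SST by 1.59 (log2). In Grik the libraries labelled cKO were above all WT libraries in 4 of 4 cases and in SST in 3 of 4. The tests of technical explanations for the rise of Khdrbs2 are given with the other observations.

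In 4 of 105 pairs of a measure and a group of 4 libraries, a library lay far from the other 3, where chance alone would give 5.25. Unmapped reads in Grik WT replicate 4 were 5.28%, against 4.73 to 4.78% in the others. The mean log2 CPM of the activity-regulated list in CamK WT replicate 5 was 5.21, against 5.42 to 5.44. The number of such libraries is no more than chance gives, and no biological explanation was tested for these 2.

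Slc17a7 in SST WT replicate 2 was 121 CPM, against 67.7 to 72.9 CPM in the other SST WT libraries. RNA of excitatory cells would raise Camk2a and Neurod6 too. Camk2a stood at 97.2% of the mean of the other SST WT libraries and Neurod6 at 163%, so the markers part and a small share of excitatory RNA may be present, which these genes do not settle. Wfs1 in SST WT replicate 5 was 41.3 CPM, against 17.8 to 20.5 CPM. RNA of the cells measured in CamK is argued against, since Pou3f1 stood at 92.2% and Fibcd1 at 105% of the other SST WT mean. No biological explanation was tested for either library.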

How the results depend on the processing

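All alternatives were planned, and none was added after the data were examined. Khdrbs2 kept its direction and its call under all 10 alternatives, at 1.46 to 1.62 (log2) in CamK and 2.16 to 2.23 in Grik, and without each replicate in turn, at 1.45 to 1.56 in CamK and 2.08 to 2.22 in Grik. The WT comparisons of CamK with SST and of Grik with SST kept counts of 7658 to 11521 and 8877 to 11436 over the 10 alternatives. Where a cause is not named below, the cause was not tested.

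DESeq2 called 16 genes in CamK, 14 in Grik and 11 in SST. It called 11, 14 and 4 for the differences CamK against Grik, CamK against SST and Grik against SST, and gave 2 genes shared by CamK and SST and 1 by Grik and SST. In each population the 2 genes called by edgeR were among its calls. Khdrbs3 in CamK passed the threshold there, with -0.417 (log2).

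Limma-voom called 6 genes in CamK, 39 in Grik and 0 in SST, where 1301 genes had an unadjusted p under 0.05, and 1 for CamK against SST. Khdrbs3 passed in CamK (-0.402) and Grik (0.297) and did not in SST (-0.442, adjusted p 0.0761, over a range of 1.08e-05 to 0.954 for the 10 alternatives). Values near 0 changed sign: the activity-regulated list in CamK (-0.00159), Grik (-0.0229) and SST (0.0205), Qk in CamK (-0.00219), and Nrxn3 in SST (-0.0100).

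Fitting the compared populations alone gave 1 called gene in CamK, 5 in Grik, 0 in SST and 1 shared by CamK and Grik. In that fit Khdrbs3 in SST did not pass (-0.493), and Nrxn3 in SST changed sign (-0.0133). Genes at an unadjusted p under 0.05 went from 1327 to 969 in CamK, from 919 to 1450 in Grik and from 1102 to 741 in SST. Having fewer samples to estimate the spread was common to all populations. It does not explain the opposite directions, whose cause was not tested. The joint fit gave each gene 1 spread for all populations, although replicates differed more in SST. Neither SST call was made without that shared spread. Without a filter on low counts 1 gene was called in SST, since more genes were tested. With a CPM of at least 1 in at least 3 libraries, Nrxn3 in SST changed sign (-0.00960). Relative log expression scaling and thinning to the smallest total changed no direction and no call of these results.

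The non-neuronal covariate gave 1 called gene in SST, 1 for CamK against SST and 4636 for CamK WT against Grik WT, of which 4165 were among the genes called without it. The activity-regulated list in CamK (-0.0556), the synaptic list in Grik (-0.0103) and SST (-0.00242) and Qk in CamK (-0.0431) changed sign. The synaptic list in CamK kept its sign, at 0.0608 against 0.116 without the covariate. The sex-gene covariate gave 1 called gene in CamK, 0 in SST (1226 at an unadjusted p under 0.05), 0 for CamK against Grik (792) and 1 shared by CamK and Grik. Khdrbs3 in SST did not pass with it (-0.461), and Nrxn3 in SST changed sign (-0.0195).

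Replicate numbers did not pair the samples: same-numbered libraries of the 2 genotypes had correlations of deviations of -0.0826 and 0.0310 in CamK, -0.0781 and -0.0243 in Grik and -0.0581 and 0.141 in SST. Only 2 numbers per population occurred in both genotypes, so with the replicate block each cKO effect rested on 2 cKO and 2 WT libraries. Calls lost with the block may reflect the libraries that no longer counted as well as the adjustment. With the replicate block, which left 3 residual degrees of freedom, 5 genes were called in CamK, of which 1 was among the 2 called without the block. In SST 5 were called, of which 0 were. It gave 0 for CamK against Grik (2246 at an unadjusted p under 0.05), 3 for CamK against SST, 4 for Grik against SST and 1 shared by CamK and Grik. Khdrbs3 in SST did not pass (-0.490, adjusted p 0.225), nor did Khdrbs1 in CamK (adjusted p 0.0963) and Grik (adjusted p 0.338), Rpl3-ps1 in SST (-0.933) or the Khdrbs3 differences of Grik with CamK (-0.683) and SST (0.782). The block put the activity-regulated list at -0.0703 in Grik and 0.176 in SST, and Nrxn3 at -0.0473 in SST. The block also moved the non-neuronal list in CamK to 1.25, against 0.582 without it, while limma-voom gave 0.364.

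Leaving out each replicate in turn gave 1 to 4 called genes in CamK, 1 to 9 in Grik and 0 to 2 in SST. It gave 0 to 2 for CamK against Grik, 0 to 1 for CamK against SST, 1 to 2 shared by CamK and Grik, and 0 to 1 shared by each of them with SST. With fewer samples the spread is estimated less well. The count in CamK was 4 without cKO replicate 5 and 1 without cKO replicate 4 or 6 or WT replicate 5. In Grik it was 9 without WT replicate 6 and 1 without cKO replicate 1, 3 or 4 or WT replicate 4 or 5. In SST it was 0 without cKO replicate 3, 4 or 5 or WT replicate 1, and 1 without WT replicate 3 or 5. Khdrbs3 in SST ranged from -0.537 to -0.416. Uncalled values changed sign within these ranges: the activity-regulated list from -0.109 to 0.146 in CamK, -0.0859 to 0.0729 in Grik and -0.350 to 0.0276 in SST, and the synaptic list from -0.0246 to 0.0170 in Grik and -0.0312 to 0.0627 in SST. Qk ranged from -0.0373 to 0.155 in CamK and -0.0478 to 0.128 in Grik. Nrxn2 ranged from -0.0606 to 0.110 in Grik, and Nrxn3 from -0.0743 to 0.0610 in SST. Other uncalled values kept their sign and moved by more than 1.5 times. The synaptic list in CamK ranged from 0.0535, without cKO replicate 5, to 0.125. The non-neuronal list ranged from 0.236, without cKO replicate 5, to 0.774 in CamK, 0.137 to 0.353 in Grik and 0.194 to 0.603 in SST. Nrxn3 ranged from 0.0117, without cKO replicate 5, to 0.291 in CamK and from -0.0698 to -0.0108 in Grik, and Nrxn2 from 0.0834 to 0.222 in SST. Stxbp5l ranged from 0.0395, without WT replicate 5, to 0.312 in CamK, -0.177 to -0.0225 in Grik and -0.439 to -0.120 in SST. Qk ranged from -0.127 to -0.0361 and Khdrbs1 from 0.0345 to 0.185 in SST, and Khdrbs3 from 0.101 to 0.175 between CamK WT and Grik WT.

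The smallest library had 87612006 gene reads, and thinning to that total cannot show whether more depth would matter. In the simulated draws low counts did limit detection. For 2-fold changes in CamK, recovery was 87.5 to 94.4% at a mean of at least 1 CPM. It was 64.0 to 70.4% over all changed genes, and it fell in the same way in Grik and SST.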

Other observations

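Among the tests below, those of shared reads, scaling, sex, RNA of other cells, Rpl3-ps1, Sst, mixed sex and the non-neuronal genes were chosen only after the results were seen. The counts of other groupings of the libraries, apart from that of the non-neuronal genes, and Fisher's test of genes near Khdrbs3 were set before their results were seen, while the comparison of that region with windows over the genome was chosen after the result of Fisher's test.

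The other 2 genes of the Khdrbs family were higher in the CamK and Grik libraries labelled cKO. Reads shared between paralogs are argued against by transcripts of Khdrbs1, Khdrbs2 and Khdrbs3 that share 0 stretches of 50 bases, though the read length is not given in the sources used here. Scaling is argued against by a median change of all genes in unscaled CPM of at most 0.0134 (log2) in these populations. Sex of the animals as the whole cause is argued against by the genotype difference within classes of libraries set by Xist and Y-linked counts. For Khdrbs2 it was no less than 1.48 (log2) in the 2 populations. For Khdrbs1 it was 0.57 in Grik (95% interval 0.34 to 0.80) and 0.64 in CamK (0.40 to 0.88). All 5 same-class pairs in CamK and all 8 in Grik had the library labelled cKO higher for both genes. These pair counts follow from all cKO libraries being above all WT libraries, so they add no evidence about sex. The classes are small, with 1 library labelled cKO against 3 WT and 2 against 1 in CamK. With the sex-gene score as a covariate Khdrbs1 in CamK kept 0.56 but not its call (adjusted p 0.0588). The comparison within classes was the last of several tests of sex, each chosen after the values of the one before were seen. Earlier ones used ratios of same-class libraries and then the sex-gene score, and under that score Khdrbs1 in CamK had stayed open. RNA of the other measured populations is argued against for Khdrbs2, since the lowest of these cKO libraries was 1.32 times the highest of all 12 WT libraries. For Khdrbs1 in Grik, RNA of SST interneurons would have to make up 81.4% of the library, whereas Gad1, Gad2 and Slc32a1 reached at most 1.61% of their SST WT level. With the non-neuronal score as a covariate, Khdrbs2 stayed higher by 1.62 (log2) in CamK. RNA of neurons outside the 3 populations was not tested. A rise of Khdrbs2 in CamK and Grik and of Khdrbs1 in Grik where Khdrbs3 is targeted may be biological and stays open, as a hypothesis found and tested on the same data.

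Other splits of the libraries were counted. As many called genes came from 1 of 35 splits in Grik, the real one, which is the smallest share this test can give. It was not adjusted over the 3 populations, so it argues against chance in Grik without excluding it. In CamK 8 of 35 splits and in SST 12 of 35 gave as many, so chance was not excluded for those counts. For the 1327 genes at an unadjusted p under 0.05 in CamK, 11 of 35 splits gave as many. In 1 of 100 regroupings, the real one, CamK and Grik shared as many called genes. For the counts of 0 all 100 of 100 regroupings were as large, which says nothing. Each WT comparison had 1 of 35 splits as large, the real one.

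The fry p of the synaptic list in CamK was the smallest in 1 of 35 splits, although it did not pass adjustment. For the synaptic list the count was 32 of 35 in Grik and 21 of 35 in SST. For the activity-regulated list it was 31 in CamK, 23 in Grik and 22 in SST, and for the non-neuronal list 8, 14 and 16, all of 35.

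Rpl3-ps1 had 223 to 336 reads in 20 libraries and 2056, 746 and 1158 in SST WT replicates 1, 2 and 3. A change in Rpl3 itself, passed on by a fixed share of its reads, is argued against, since Rpl3 changed by 0.10 (log2) in SST. Another share of Rpl3 reads assigned to Rpl3-ps1 in the high libraries cannot be told apart from a change in Rpl3-ps1, because the difference is 2.23% of the Rpl3 level, below the 7.36% by which Rpl3 varied between SST WT libraries (SD over mean). Sex cannot be told apart from genotype, since the genotype difference within sex classes was -1.28 (log2, 95% interval -2.68 to 0.13) and the call was lost with the sex-gene score as a covariate (-1.69, adjusted p 0.0734), although among SST libraries with Y-linked counts and no Xist the lowest of 3 WT was 2.32 times the highest of 2 labelled cKO. The 3 high libraries stand above all others, so a strain or donor variant carried by those animals may explain them, and it cannot be told apart from genotype with gene counts alone. WT replicate 5 of SST did not share the rise.

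Genes within 10 Mb of Khdrbs3 on chromosome 15 had an unadjusted p under 0.05 in 10.5% of 162 cases in CamK, 9.88% in Grik and 7.41% in SST, against 7.02, 4.84 and 5.84% of other genes. Alleles linked to the targeted locus are a candidate explanation. The smallest adjusted p over the populations was 0.0257 (Fisher's exact test, two-sided, Grik), but neighbouring genes are not independent. Among 126 windows of the same width over the genome, 5 had a share as high in Grik and 8 in CamK (9.52% for each after adjustment over the populations), so linked alleles cannot be told apart from the ordinary clustering of genes.

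Sst varied between SST libraries, from 159 CPM in WT replicate 2 to 2125 CPM in cKO replicate 3. A lower share of SST interneurons in WT replicate 2 is argued against, since Sst stood at 12.5% of the mean of the other WT libraries while the median over Npy, Elfn1, Gad1, Gad2 and Slc32a1 was 110%. Neuronal activity before collection may be involved. Over the 8 SST libraries, as deviations from group means, Sst and the mean of the activity-regulated list had a Pearson r of 0.580 (exact permutation p 0.128) and a Spearman rho of 0.619 (exact permutation p 0.115). Without the 2 libraries farthest from the median, r was 0.365. This was the 1 relation computed, and 8 libraries do not settle it.

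Xist and Y-linked genes showed the sex of the animals behind each library. In SST cKO replicate 3 and SST WT replicate 5 both were present, with Xist at 21.1 and 25.7 CPM and Y-linked genes at 46.3 and 52.0% of the 5 SST libraries that had Y-linked counts and no Xist. RNA from animals of both sexes in the same library is consistent with these values. Sex was not balanced between groups, and the labels do not give it.

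The non-neuronal list was higher in the libraries labelled cKO of all 3 populations, by a mean of 0.28 over them in the mean of log2(CPM + 0.5) per library. This score gives genes with low counts less weight, so it differs from the log2 fold changes of the list by edgeR, whose means were 0.54 in CamK, 0.23 in Grik and 0.41 in SST. In 8215 of 100000 regroupings within populations the mean difference was as large, a two-sided permutation p of 0.0822, so chance was not excluded. More RNA of all non-neuronal cells would raise astrocyte, oligodendrocyte, microglia and endothelial genes alike. Of 12 pairs of a population and a cell class, 10 had a median above 0, while microglia in CamK (-0.26) and endothelial genes in SST (-0.08) were below 0, so this may hold only in part.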
